A study of Homo sapiens with 15 samples. Its data were reported in "GATA6 is predicted to regulate DNA methylation in an in vitro model of human hepatocyte differentiation" (2022).

How the data were processed

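CAGE libraries of 201B7 cells, a human induced pluripotent stem cell line, were analysed from 5 days of differentiation toward hepatocytes with 3 replicates per day, 15 samples in all. Groups and replicates followed the sample labels. The study's methylation, chromatin and hourly expression data were not used here.

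The authors mapped single-end reads to hg19 with STAR and counted 5′ ends per base and strand, and these deposited per-position files hold raw tag counts (unit: count). The deposited table gives the tags of each FANTOM5 peak in each library scaled to that library's tags in peaks, a unit that the authors call TPM and that equals counts per total of tags in peaks (CPM). Neither the filter on mapping quality nor the treatment of tags with several mapping positions was stated. The 201802 peaks comprised 97929 peaks with the name of 1 gene, 1980 with several names and 101893 named by position alone. These held 91.5%, 6.41% and 2.05% of the tags in peaks on average.

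Because peaks with a gene name carry no position, they could not be counted in the per-position files, and whole tags were recovered from the deposited TPM instead. The recovered values were whole in 15 of 15 libraries. In replicate 1 of day 14, with 10001450 tags in peaks, a tag is worth so nearly 0.1 TPM that whole values cannot be told from rounding, and only the next check applies. For the 101893 peaks named by position they equalled the tags counted from the per-position files in 15 of 15 libraries. All columns were matched to a sample, with 0 left over. Peaks of the same gene or combination of genes were summed to 26476 gene features. Named peaks were placed on the genome by matching their tag counts over the 15 libraries to intervals in or near the gene in GENCODE release 44 lifted to hg19, and 29614 of 30720 peaks tried (96.4%) matched 1 interval. Positions are those of the strongest base and entered none of the fits over all genes. They served to describe promoters, to split the peaks of HNF4A into 2 promoters, and to compare the strongest position with annotated transcript starts and the bases around it.

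Total tags ranged from 4919875 to 17020928 per library. A single tag was worth 0.0771 TPM in the deepest library and 0.248 TPM in the shallowest. The limit that a count of 0 allows was taken as 3 tags. Sequencing lanes were read from the tag names, lane 5 for 8 samples and lane 6 for 7.

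Genes were tested with edgeR 4.0.16 in R 4.3.3 (TMM factors from 0.872 to 1.129, filterByExpr, quasi-likelihood F-test) in 1 fit of all 15 samples with a mean per day, which kept 15307 genes with a common biological coefficient of variation of 0.133. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Promoter usage was tested with edgeR's diffSpliceDGE on the peaks of each gene (Simes p, 24079 peaks in 7799 genes, a median of 3 per gene). Gene lists were tested with camera of limma 3.58.1 on voom values at a preset correlation of 0.01, adjusted over the 25 tests. The share of the downstream promoter of HNF4A was compared with a two-sided exact permutation test, and shares of single libraries have 95% Wilson intervals. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

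The steps were tested on simulated data. Of 200 genes changed in simulated counts, 197 were recovered for day 7 against day 0, with 2 false calls, and 199 for day 14 against day 7, with 5 false calls. Of 200 simulated changes in promoter usage, 191 and 196 were recovered, with 8 and 10 false calls. The 1 gene list changed in simulated counts was recovered at an unadjusted p under 0.05, where 3 other tests also passed. Genes were drawn independently, so the list test was not tried on correlated genes. Simulated changes were larger than the threshold for a call and were given only to genes with enough tags. Promoter usage was changed at the strongest peak, with the same fixed dispersion for all peaks. Recovery in the real data may therefore be lower.

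The tests, lists, named genes and most alternatives were chosen before the data were examined. Named genes were the study's factors and their families, stage markers, enzymes of DNA methylation and markers of other lineages, 51 genes in all. To these were added, in each comparison, the 2 genes with the largest rise and the 2 with the largest fall among called genes with replicates that did not overlap and at least 50 TPM in the higher day. For promoter usage they were HNF4A and, in each comparison, the gene with the smallest adjusted p among those with a change of at least 30 percentage points in the share of a peak and at least 10 TPM on both days. Some of the genes chosen by these rules are not reported here.

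Alternatives were median-ratio, library total and upper quartile scaling, other filters on low counts, edgeR's likelihood ratio test, glmTreat, DESeq2 1.42.0, limma on log2(TPM + 1) and log2(TPM + 0.1), the peak named p1 or the strongest peak alone, the replicate number as a block, libraries thinned to 4029479 tags in peaks, other thresholds, only the 6 samples of the 2 days, and leaving out each replicate in turn. Both limma fits used TPM without TMM factors, so they share the scaling by the library total and are no separate check of scaling. After seeing the data, the sequencing lane as a covariate and a count of tags within 500 bases of GENCODE transcript starts were added. After the patterns had been seen but before their tests, 5 lists of 20 marker genes each were written, for trophectoderm and amnion, intestinal epithelium, heart muscle, the interferon response and the amino acid response.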

Results

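Cap analysis of gene expression (CAGE), which sequences the 5′ ends of capped RNA and so counts tags at transcription start sites, was analysed in the human induced pluripotent stem cell line 201B7 during differentiation in vitro toward hepatocytes. The 15 libraries fell into 5 groups of 3, taken at days 0, 7, 14, 21 and 28 of the protocol. Total tags per library ranged from 9361967 to 12502457 at day 0, from 9882473 to 17020928 at day 7, from 12155537 to 15377991 at day 14, from 8216205 to 10932040 at day 21 and from 4919875 to 6632429 at day 28. Between 72.5% and 82.5% of these tags lay in FANTOM5 peaks, a fixed catalogue of human transcription start sites, which left 4029479 to 12977744 tags per library for the comparisons. Levels are in the authors' TPM, in which the tags of a peak are scaled to a common total of tags in peaks, summed over the peaks of a gene, given as mean ± SD (n = 3 per day unless stated). A count of 0 tags in 1 library allowed a level of up to 0.231 TPM in the deepest library and 0.745 TPM in the shallowest. Intervals and such limits cover counting error only, because the tags carried no molecular identifiers.

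Replicates of a day were compared first, because the differences between days rest on them. Pearson's r of log2(TPM + 1) across genes was between 0.985 and 0.997 for pairs of the same day and between 0.879 and 0.967 for pairs of different days. These correlations run over genes, which are not independent replicates. In all 15 libraries the most similar other library came from the same day, also under Spearman's correlation, under a pseudocount of 0.1 and over only the genes at 1 TPM or more in at least 3 samples. The first 3 principal components held 54.0%, 19.9% and 12.8% of the variance. No pair of replicates was a repeat of 1 library, with chi-square values per degree of freedom from 3.84 to 20.4 across replicate pairs.

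Adjacent days were compared to find the genes whose expression changed in each interval. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 from edgeR's quasi-likelihood test and an absolute log2 fold change of at least 1, out of 15307 genes tested. Between day 0 and day 7, 4093 genes were called, 1996 higher and 2097 lower. The threshold moved this count the most, to 1654 genes at an absolute log2 fold change of at least 2 and to 8303 genes at the adjusted p alone. Between day 7 and day 14, 5670 genes were called, 3070 higher and 2600 lower. Between day 14 and day 21 the test called 3381 genes, 1749 higher and 1632 lower. Scaling by the library total alone gave 1253 higher and 2653 lower in this interval. Between day 21 and day 28, 3641 genes were called, 1771 higher and 1870 lower, and upper quartile scaling gave 2248 higher and 1479 lower. Between day 0 and day 28, the comparison from which the study took its upregulated genes, 7283 genes were called, 3985 higher and 3298 lower. A single test over the whole course found 14746 of the 15307 genes to differ among the 5 days. Counting tags near GENCODE transcript starts instead of in peaks moved this number the most, to 17995 of the 18870 genes tested there.

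**Figure D1:**
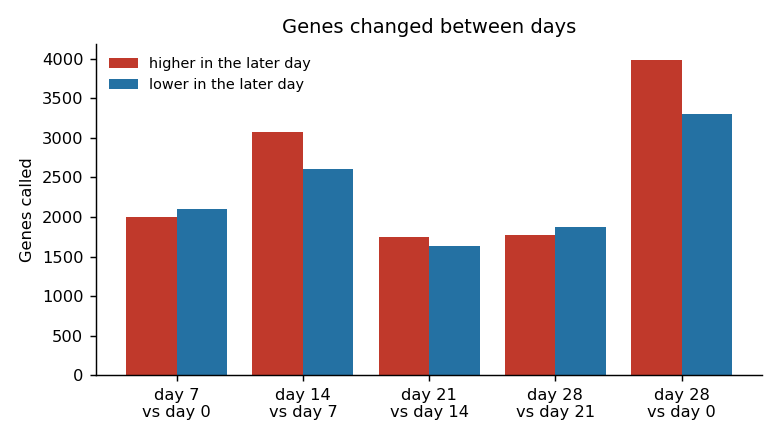
Number of genes called per comparison of days (y axis), higher in the later day (red) and lower in the later day (blue), from edgeR's quasi-likelihood test. Among the adjacent days, day 14 against day 7 had the most calls, 3070 higher and 2600 lower with TMM scaling (3607 and 2188 with the library total alone).

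Days and sequencing lanes overlapped only in part, since days 0 and 7 and 2 samples of day 14 were read in lane 5 and the other 7 samples in lane 6. The comparisons of day 7 with day 0 and of day 28 with day 21 each lay within 1 lane. With the lane as a covariate, day 21 against day 14 gave 3255 genes, of which 2768 were shared with the fit without it, and day 28 against day 0 gave 6306 genes, of which 5774 were shared.

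The largest changes among genes with at least 50 TPM in the higher day and no overlap between replicates were read in each comparison. Between day 0 and day 7, APOA2 rose to 56.2 ± 14.4 TPM from 1 tag in the day 0 libraries, a ratio of 1323 with a counting interval from 237 to 52279. ACTC1 rose from 0.660 ± 0.228 to 546 ± 11.02 TPM (adjusted p 2.47e-09), while NPTX1 fell from 141 ± 4.59 to 1.48 ± 0.767 TPM and MIAT from 71.99 ± 7.53 to 3.05 ± 0.171 TPM. From day 7 to day 14, PRR9 and HOPX rose the most, each from 1 tag, with ratios of 5104 (counting interval from 916 to 201628) and 2756 (from 494 to 108909). Their levels at day 14 varied widely between replicates, at 174 ± 150.2 and 85.1 ± 88.9 TPM. Over the same interval FGF17 fell from 524 ± 35.5 to 2.12 ± 3.36 TPM and GLIPR1L1 from 58.4 ± 1.56 to 0.264 ± 0.380 TPM. At day 21, GUCY2C reached 66.0 ± 8.98 TPM from 1 tag at day 14, a ratio of 2180 with a counting interval from 391 to 86161. ACTC1 fell from 771 ± 103 TPM at day 14 to 1.18 ± 0.161 TPM at day 21, and PRR9 fell to 2 tags, a ratio of 1950.5 with a counting interval from 539.7 to 16109.7. From day 21 to day 28, PPP1R17 rose from 0.590 ± 0.511 to 65.9 ± 32.4 TPM, and SNCG rose from 3.93 ± 1.45 to 253 ± 69.5 TPM. GSTA2 fell from 921 ± 192 TPM to 3 tags, a ratio of 4307 with a counting interval from 1473 to 20885. GSTA2 has close paralogs, and how tags that map to several of them were assigned is not stated. At day 28, S100A9 (1995 ± 349 TPM) was at least 15710-fold and VTCN1 (959 ± 33.5 TPM) at least 7548.5-fold higher than at day 0, where neither had a tag. POU5F1 and FOXH1, at 320 ± 11.4 and 118 ± 9.22 TPM at day 0, had no tag at day 28 and were at least 1487-fold and 547-fold lower.

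To follow the stages named by the study, 5 lists of genes were each tested in each comparison with camera at a preset correlation of 0.01. Of the 25 tests, 17 were called at an adjusted p under 0.05, and estimating the correlation from the data moved this number the most, to 0 tests called and 9 with an unadjusted p under 0.05. Under fry 21 tests were called, and 16 of the 17 kept their call and direction, the exception being the cell cycle list from day 14 to day 21 (camera adjusted p 0.0367, fry 0.0937). The pluripotency list fell between day 0 and day 7 (adjusted p 0.00117, 7 of 16 genes called lower and 0 higher) and again between day 7 and day 14 (adjusted p 3.19e-08, 13 genes lower). The definitive endoderm list rose by day 7 (adjusted p 4.64e-12, 15 of 16 genes higher), with a median log2 fold change of 8.36, or 8.03 with the 1 gene near 0 tags held at its limit. It fell by day 14 (adjusted p 1.72e-07, 13 genes lower and 1 higher). Liver genes rose from day 7 to day 14 (adjusted p 3.19e-08, 19 of 22 genes higher) and from day 14 to day 21 (adjusted p 1.48e-07, 15 higher and 2 lower), and fell from day 21 to day 28 (adjusted p 2.55e-08, 17 lower and 1 higher). Cell cycle genes fell from day 7 to day 14 (adjusted p 4.64e-12, 26 of 27 genes lower, median log2 fold change −1.63) and rose from day 21 to day 28 (adjusted p 8.75e-06, 6 genes higher, median log2 fold change 0.60). Extracellular matrix and mesenchyme genes were higher at day 28 than at day 0 (adjusted p 3.09e-05, 16 of 20 genes higher and 2 lower).

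Of the 51 genes listed by name, 45 had enough tags to be tested in the 5 comparisons, which made 225 tests. Among all genes tested, 146 of these tests were called, and 147 were called when adjusted over the list alone. Testing against a log2 fold change of 1 with glmTreat moved the number the most, to 122. The listed genes were at 50 TPM or more in 78 combinations of gene and day, and in 69 when only the strongest peak of each gene was used.

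GATA6, the factor at the centre of the study, rose from 0.945 ± 0.547 TPM at day 0 to 278 ± 19.2 TPM at day 7 (log2 fold change 8.45, SE 0.243, adjusted p 1.505e-14). It fell to 80.2 ± 5.08 TPM at day 14 (log2 fold change −1.97, SE 0.151, adjusted p 1.73e-09). It stood at 53.4 ± 3.63 TPM at day 21 without a call (adjusted p 0.0998), and fell to 7.10 ± 1.59 TPM at day 28 (log2 fold change −2.93, adjusted p 1.64e-09). Its strongest start site lay at position 19749549 of chromosome 18 (hg19, plus strand), 1 base upstream of an annotated transcript start, in the sequence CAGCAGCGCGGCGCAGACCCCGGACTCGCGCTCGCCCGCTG from 19749529 to 19749569. GATA4 rose to 100.1 ± 6.88 TPM at day 7. It was at 41.6 ± 15.8 and 28.1 ± 7.24 TPM at days 14 and 21 and ended at 4.38 ± 0.371 TPM, with calls in the first 2 intervals and the last. The fall of GATA4 from day 7 to day 14 (log2 fold change −1.44, adjusted p 4.05e-05) was not called by limma on log2(TPM + 0.1) (adjusted p 0.0572). GATA3 and GATA2 followed another course. GATA3 was at 5.74 ± 1.97 TPM at day 7 and 327 ± 132 TPM at day 14 (log2 fold change 5.62, adjusted p 4.96e-11), then at 164 ± 56.2 and 223 ± 13.9 TPM. GATA2 went from 0.486 ± 0.196 TPM at day 7 to 142 ± 73.7 TPM at day 14 (log2 fold change 7.89, adjusted p 6.78e-11) and fell to 12.9 ± 2.63 TPM by day 28. The fall of GATA3 from day 14 to day 21 was below the threshold (log2 fold change −0.72, adjusted p 0.024) and passed it with the lane as a covariate (GATA3, day 21 vs day 14, log2 fold change −1.25, adjusted p 0.00149).

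**Figure D2:**
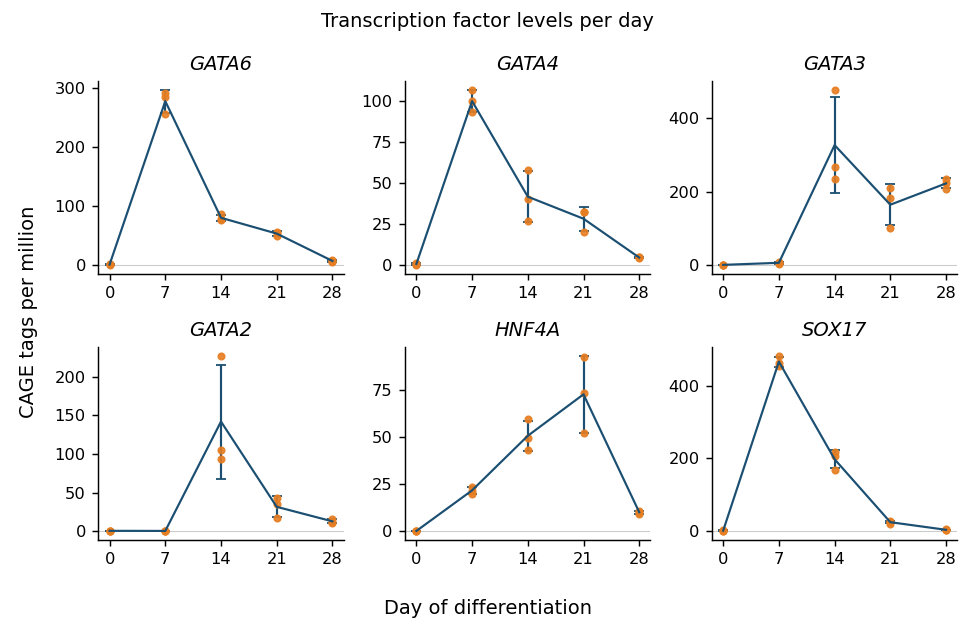
CAGE level (TPM, y axis) of 6 transcription factor genes against day of differentiation (x axis), with each of the 3 replicates as a point and the mean ± SD as a line. GATA6, GATA4 and SOX17 had their highest mean at day 7, GATA3 and GATA2 at day 14, and HNF4A at day 21 (72.8 TPM).

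HNF4A, whose binding motif the study traced in the intervals after day 7, had 1 tag in the day 0 libraries, 21.7 ± 1.97 TPM at day 7, 50.7 ± 8.13 TPM at day 14, 72.8 ± 20.4 TPM at day 21 and 10.04 ± 0.7 TPM at day 28. The rise from day 7 to day 14 was called at a log2 fold change of 1.05 (SE 0.184, adjusted p 5.70e-05). It fell below the threshold of 1 without replicate 1 of day 7 (HNF4A, day 14 vs day 7, 0.98) or without replicate 2 of day 14 (0.96), and glmTreat did not call it (adjusted p 0.483). From day 14 to day 21 the change of 0.81 (adjusted p 0.000764) was not called, and the replicates of the 2 days overlapped. It was called with the lane as a covariate (HNF4A, day 21 vs day 14, 1.05, adjusted p 0.00267) and without replicate 3 of day 21 (1.01). The p1 peak alone was also called (1.76), but it lies in the downstream promoter described below and does not measure the whole gene. The fall to day 28 was called (log2 fold change −2.90, SE 0.217, adjusted p 6.50e-09). SOX17 rose to 466 ± 13.9 TPM at day 7 and fell in each later interval, to 3.79 ± 0.805 TPM at day 28. POU5F1 fell from 320 ± 11.4 TPM at day 0 to 147 ± 9.88 TPM at day 7 with a log2 fold change of −0.91 (adjusted p 0.000947), below the threshold of 1. It passed the threshold (POU5F1, day 7 vs day 0) under library total scaling (−1.12), upper quartile scaling (−1.06), limma on log2(TPM + 1) (−1.11) and limma on log2(TPM + 0.1) (−1.12). Both limma fits also scale by the library total. By day 14 it was at 1.73 ± 1.30 TPM (log2 fold change −6.62, adjusted p 8.17e-12).

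Among the genes of the AP-1 complex, FOS rose from 14.7 ± 3.61 TPM at day 7 to 250.1 ± 22.3 TPM at day 14 (log2 fold change 3.91, adjusted p 1.34e-10). FOSB rose from 2.16 ± 0.636 to 37.6 ± 10.3 TPM (log2 fold change 3.89, adjusted p 1.28e-08), and both were lower at day 21. The calls at day 21 were lost under glmTreat and without replicate 2 of day 21 (FOS, day 21 vs day 14, −0.97, and FOSB, day 21 vs day 14, −0.72), and for FOSB also without replicate 3 of day 14 (−0.80). FOSL2 rose in the first 2 intervals, to 84.0 ± 6.86 TPM at day 14. JUN rose from 47.4 ± 3.89 to 213 ± 12.4 TPM by day 7 (log2 fold change 2.37, adjusted p 4.51e-11) and was at 362 ± 23.2 TPM at day 28. JUND went from 335 ± 28.3 TPM at day 7 to 747 ± 145 TPM at day 14, a log2 fold change of 0.98. This passed 1 (JUND, day 14 vs day 7) under library total scaling (1.16), under both limma fits (1.14), with tags near GENCODE transcript starts (1.05) and in 3 of the fits that each left out 1 replicate. JUNB rose from day 14 to day 21, from 78.1 ± 2.27 to 153 ± 44.8 TPM, and that call was lost (JUNB, day 21 vs day 14) under library total scaling (0.97), both limma fits (0.92 and 0.93) and glmTreat. The call of FOSL1 from day 21 to day 28 (adjusted p 0.00857, replicates overlapping) was lost under glmTreat and without replicate 3 of day 21 (FOSL1, day 28 vs day 21, −0.90) or replicate 1 of day 28 (−0.81).

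Stage markers were read to place each day along the course. CER1, EOMES, MIXL1 and CXCR4 were highest at day 7, at 6973 ± 303, 184 ± 5.40, 163 ± 20.1 and 431 ± 27.7 TPM, and each fell by day 14 with an adjusted p of at most 1.10e-06. CXCR4 rose again to 39.3 ± 8.18 TPM at day 28. NANOG did not differ between day 0 and day 7 (28.7 ± 5.71 and 29.1 ± 9.80 TPM, adjusted p 0.5365) and was at 0.2 ± 0.346 TPM at day 14. SOX2 fell from 203 ± 24.4 to 38.4 ± 8.23 TPM by day 7 (log2 fold change −2.20, adjusted p 3.87e-06). TBX3 and KRT19 rose between day 7 and day 14, to 154 ± 26.6 and 1286 ± 122 TPM. PROX1 had a mean of at most 2.97 TPM on every day, and its calls from day 7 to day 14 and from day 21 to day 28 were each lost under several alternatives, among them limma on log2(TPM + 1), the p1 peak alone and glmTreat.

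AFP reached 519 ± 62.5 TPM at day 14 and 5152 ± 1386 TPM at day 21 (log2 fold change 3.60, adjusted p 6.87e-07), and fell to 554 ± 262 TPM at day 28 (log2 fold change −3.29, adjusted p 1.86e-06). APOA1 went from 4730 ± 231 TPM at day 14 to 8922 ± 1219 TPM at day 21 (log2 fold change 1.202, adjusted p 0.00381). That call was lost (APOA1, day 21 vs day 14) under library total scaling (0.92), both limma fits (0.91) and glmTreat (adjusted p 0.552). APOA1 then fell to 3424 ± 652 TPM at day 28. APOB and TTR also fell from day 21 to day 28, from 1155 ± 148 to 138 ± 23.2 TPM and from 2396 ± 378 to 485.5 ± 53.3 TPM. SERPINA1 rose from day 14 to day 21 (log2 fold change 1.26, adjusted p 0.00676), and that call was lost (SERPINA1, day 21 vs day 14) under library total scaling (0.98), both limma fits, DESeq2 (adjusted p 0.0511) and glmTreat. Its fall to day 28 (−0.80, adjusted p 0.0737) was not called, and was called (SERPINA1, day 28 vs day 21) without replicate 2 of day 28 (−1.44) and with limma on log2(TPM + 1) (−1.09). CYP3A4 rose from 2 tags at day 14 to 3.94 ± 1.19 TPM at day 21 (adjusted p 2.69e-07) and was at 4.85 ± 0.523 TPM at day 28, against no tag at day 0 (adjusted p 8.24e-08). ALB had 21 tags in all libraries together, which was too few to test, at 0.526 ± 0.242 TPM on day 21 and 0.605 ± 0.370 TPM on day 28. T, CYP3A7, PDX1, NKX2-2 and NKX2-5 were not tested either, and none of the 4 with a peak exceeded 1.68 TPM in a library. CYP3A7 had no peak under its own name alone. Of the markers of other lineages, TNNT2 rose from 4.08 ± 0.517 TPM at day 21 to 14.0 ± 0.739 TPM at day 28 (log2 fold change 1.75, adjusted p 1.77e-06). CDX2 reached 70.2 ± 12.6 TPM at day 21 from 32.5 ± 0.831 TPM at day 14 (log2 fold change 1.40, adjusted p 9.12e-05). That call was lost (CDX2, day 21 vs day 14) with limma on log2(TPM + 0.1) (adjusted p 0.137) and glmTreat (0.113). CDX2 fell to 12.8 ± 2 TPM at day 28.

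**Figure D3:**
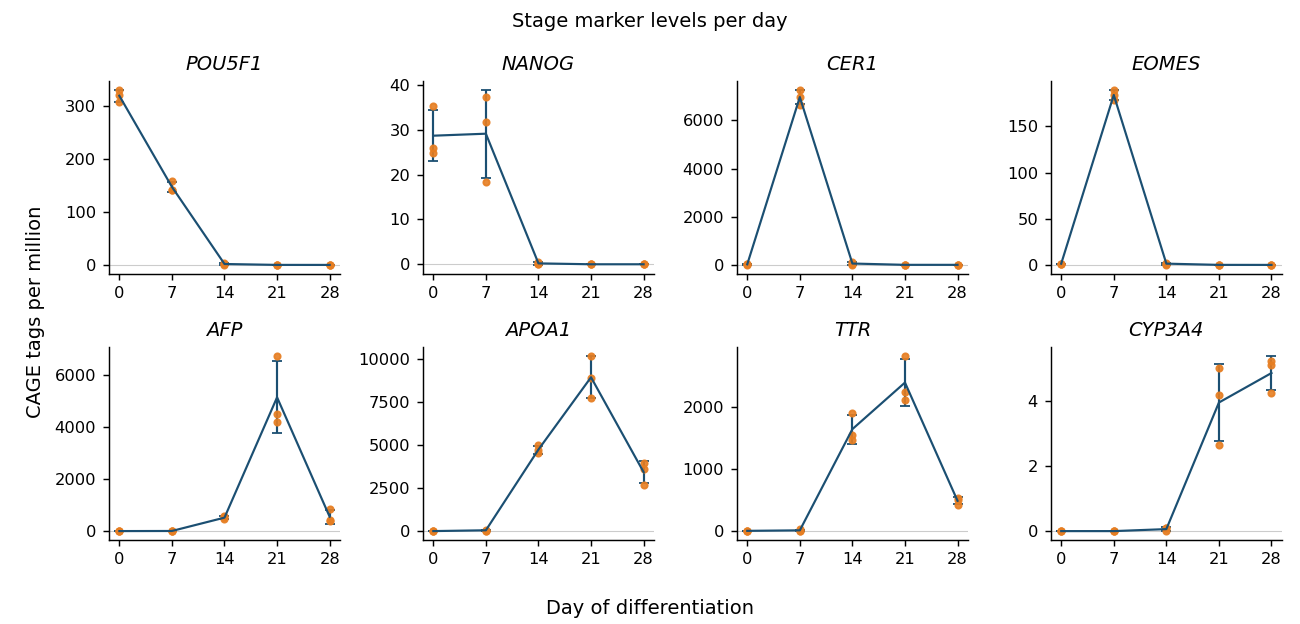
CAGE level (TPM, y axis) of 8 stage marker genes against day of differentiation (x axis), with each of the 3 replicates as a point and the mean ± SD as a line. CER1 and EOMES were highest at day 7, AFP, APOA1 and TTR at day 21, and CYP3A4 reached 4.85 TPM at day 28.

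Enzymes that write or remove DNA methylation were compared because the study followed methylation over the same days. DNMT3B fell from 983 ± 17.3 TPM at day 0 to 570.4 ± 31.9 TPM at day 7 (log2 fold change −0.58, adjusted p 0.00249, below the threshold of 1). It fell further to 52.0 ± 5.29 TPM at day 14 (log2 fold change −3.63, SE 0.164, adjusted p 2.00e-12) and to 8.65 ± 1.88 TPM at day 21 (log2 fold change −2.31, adjusted p 7.51e-09). DNMT1 was at 168 ± 3.46, 94.6 ± 2.68, 124 ± 26.2, 41.7 ± 8.27 and 44.6 ± 1.71 TPM on the 5 days. It had a call between day 14 and day 21 (log2 fold change −1.30, adjusted p 5.95e-07) that glmTreat did not make (DNMT1, day 21 vs day 14, adjusted p 0.055). DNMT3A fell from 53.2 ± 2.35 TPM at day 7 to 28.9 ± 4.87 TPM at day 14 (log2 fold change −1.06, adjusted p 1.16e-06). That call (DNMT3A, day 14 vs day 7) was lost under library total scaling (−0.88), both limma fits, glmTreat, tags near GENCODE transcript starts (−0.91) and without replicate 1 of day 14 (−0.98), and the p1 peak alone rose (0.08). TET1 fell from 31.8 ± 3.14 TPM at day 7 to 12.5 ± 1.48 TPM at day 14 (log2 fold change −1.52, adjusted p 3.42e-07) and to 3.55 ± 0.968 TPM at day 21 (log2 fold change −1.51, adjusted p 1.51e-05). TET2 rose from 5.81 ± 0.736 TPM at day 7 to 33.5 ± 10.6 TPM at day 14 (log2 fold change 2.34, SE 0.228, adjusted p 4.53e-08) and fell to 10.1 ± 2.15 TPM at day 21 (log2 fold change −1.44, adjusted p 2.47e-05). The earlier rise of TET2, from day 0 to day 7 (log2 fold change 1.06, adjusted p 0.00428), was lost (TET2, day 7 vs day 0) under library total scaling (0.86), upper quartile scaling (0.92), both limma fits, glmTreat, thinning, the p1 peak alone and without any 1 of 3 replicates. TET3 stayed at or under 6.16 ± 0.817 TPM, and its fall from day 0 to day 7 (TET3, day 7 vs day 0, log2 fold change −1.55) was a rise of 0.06 with tags near GENCODE transcript starts. TET3 was also called from day 7 to day 14 (1.24, adjusted p 0.000422) and from day 14 to day 21 (−2.63, adjusted p 4.29e-06). Further calls of TET3 were day 28 vs day 21 (1.75, adjusted p 0.00236) and day 28 vs day 0 (−1.20, adjusted p 0.00152).

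**Figure D4:**
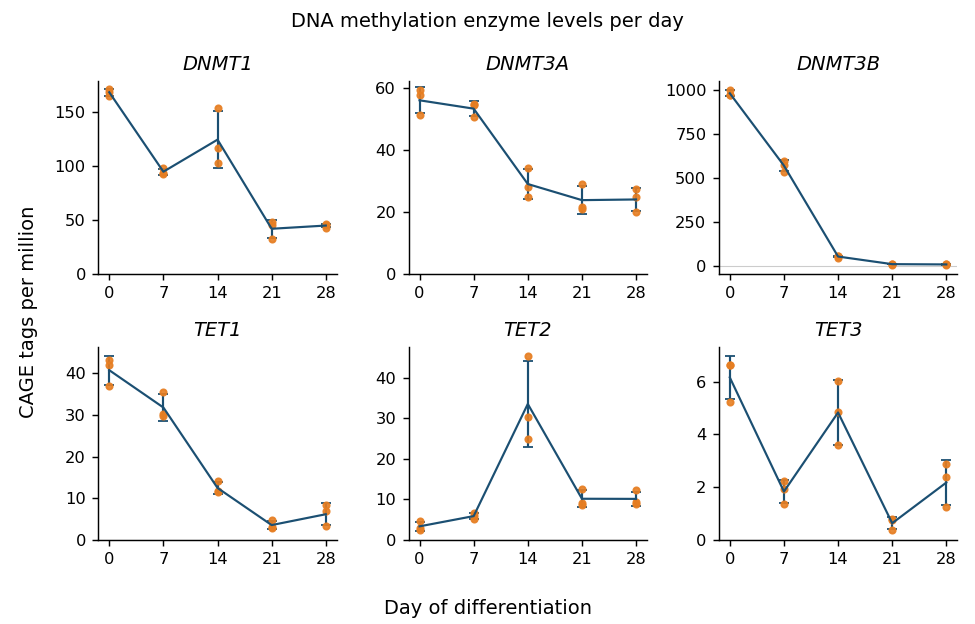
CAGE level (TPM, y axis) of 6 genes for DNA methylation enzymes against day of differentiation (x axis), with each of the 3 replicates as a point and the mean ± SD as a line. DNMT3B and TET1 were highest at day 0, and TET2 at day 14 (33.5 TPM).

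The study kept transcription factors whose genes reached 50 TPM. The number of genes at a mean of 50 TPM or more was 3717 at day 0, 3586 at day 7, 4077 at day 14, 3392 at day 21 and 3129 at day 28. With levels scaled by TMM the numbers were 3376, 3671, 3729, 3692 and 3346, so day 14 kept the highest number and the order of the other days changed. Moving the threshold to 100 TPM or 25 TPM changed the day 0 number to 1875 or 6143. In total 5562 genes reached 50 TPM on at least 1 day and 2003 on every day.

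Because CAGE separates the start sites of a gene, the share of each promoter was also compared between days in the 7799 genes with at least 2 peaks kept by the filter. Promoter usage differed (edgeR's diffSpliceDGE, Simes p, adjusted p under 0.05) in 2689 genes between day 0 and day 7, and in 3081 between day 7 and day 14. The numbers were 1327 between day 14 and day 21, 860 between day 21 and day 28 and 2944 between day 0 and day 28. Keeping only peaks with at least 10% of a gene's tags moved the first number the most, to 1472 genes. The number for day 14 against day 21 fell to 765 genes with the lane as a covariate and to 864 without replicate 1 of day 21, and that for day 0 against day 28 fell to 1495 with the lane as a covariate.

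HNF4A used an upstream promoter, with its strongest position at 42984338 of chromosome 20 (hg19, plus strand), 1 base upstream of an annotated transcript start, in the sequence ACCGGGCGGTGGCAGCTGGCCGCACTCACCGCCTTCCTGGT. The downstream promoter held 3 peaks, the strongest at position 43029888 in a first exon, in the sequence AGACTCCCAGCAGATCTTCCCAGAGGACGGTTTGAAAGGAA. The downstream promoter held 3.01% ± 0.367 of the gene's tags at day 7, 46.4% ± 8.655 at day 14, 83.5% ± 1.73 at day 21 and 79.6% ± 5.15 at day 28 (n = 3 each, from 42 to 735 tags per library). Thinning each library to the size of the smallest moved the day 7 share the most, to 1.47%. The 95% Wilson intervals of single libraries ran from 1.18% to 6.91% at day 7 and from 78.5% to 87.8% at day 21. A two-sided exact permutation test gave p 0.1 for day 14 against day 7 and for day 21 against day 14, the smallest value that 3 against 3 allows, and p 0.2 for day 28 against day 21. In the fit over all genes, usage of HNF4A differed between day 7 and day 14 (adjusted p 1.27e-12, from 3.13e-16 to 1.41e-07 across the alternatives) and between day 14 and day 21 (adjusted p 4.35e-08, from 1.08e-09 to 0.000424). In TPM, the upstream promoter went from 20.6 ± 2.19 at day 7 to 27.2 ± 9.002 at day 14 and 11.8 ± 4.85 at day 21, and the downstream promoter from 0.648 ± 0.0308 to 23.1 ± 0.907 and 60.6 ± 15.95.

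**Figure D5:**
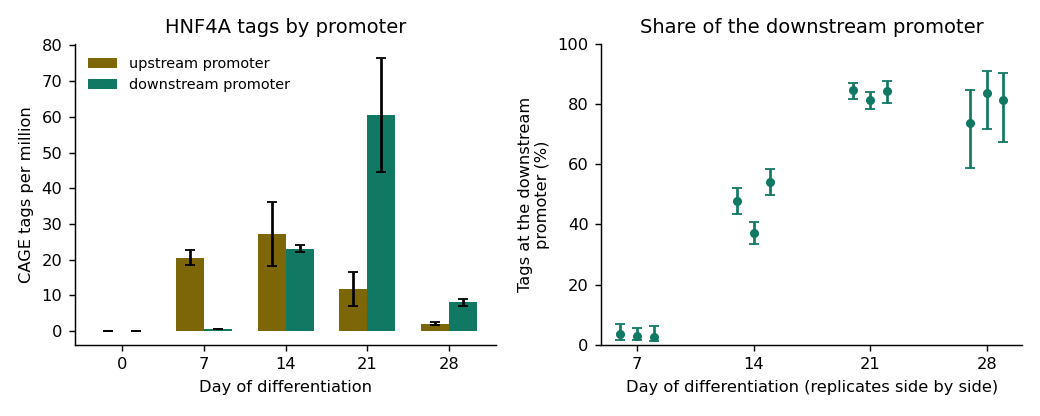
Left, level of HNF4A (TPM, y axis) from its upstream and downstream promoters per day (x axis), as bars of the mean with SD (n = 3). Right, percent of the gene's tags at the downstream promoter (y axis) in each library from day 7 on, with 95% Wilson intervals, between 2.75% and 3.43% at day 7 and between 81.5% and 84.6% at day 21.

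In each comparison, the gene with the smallest adjusted p was read among those at 10 TPM or more on both days and with a change of at least 30 points in the share of a peak. Between day 0 and day 7 this was SNRPN (adjusted p 1.11e-33), in which the peak at position 25200097 of chromosome 15 (hg19) fell from 94.8% ± 1.19 to 47.3% ± 0.552 of the tags and the peak at 25101728 rose from 1.17% ± 0.640 to 44.5% ± 0.938. Between day 7 and day 14 it was DPYSL3 (adjusted p 1.59e-51), whose peak at 146833247 of chromosome 5 rose from 32.6% ± 0.913 to 71.8% ± 2.23 while the peak at 146889506 fell from 20.8% ± 0.858 to 0.394% ± 0.0740. WARS led both later intervals (adjusted p 5.84e-35 and 5.46e-19). The share of its peak named p2 was 92.1% ± 1.69 at day 14, 26.3% ± 2.61 at day 21 and 75.7% ± 2.30 at day 28, and at day 21 the peaks named p3 and p7 held 36.9% ± 2.08 and 30.1% ± 0.975. The TPM of p2 was 97.3 ± 6.27 at day 14 and 95.9 ± 7.71 at day 21, while p3 went from 5.40 ± 1.08 to 135 ± 10.6 and p7 from 1.97 ± 0.907 to 109.8 ± 4.32. Between day 0 and day 28 it was SLC3A2 (adjusted p 6.90e-33), whose peak at 62648367 of chromosome 11 rose from 32.5% ± 1.56 to 86.1% ± 1.88 of the tags.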

Values the study reported

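The study reported that AFP expression measured by CAGE rose to 4.6-fold of a published fetal liver level by day 21 and then fell to 49.2% of that level by day 28. It reported HNF4α protein in over 96% of the cells at days 21 and 28. Among transcription factors with overrepresented motifs, it listed 50 as putative regulators in demethylated regions.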

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

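All tests in this part were chosen only after the result was seen. Outlying samples were not tested for, since each group held only 3 samples.

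Tags outside FANTOM5 peaks entered no comparison except in the counts near GENCODE transcript starts and beside the peaks of HNF4A. They carried signal on every day. They made up 25.62% ± 1.72 of all tags at day 0 (n = 3), 22.4% ± 1.28 at day 7, 19.7% ± 2.42 at day 14, 18.0% ± 0.631 at day 21 and 18.75% ± 0.882 at day 28. The difference between day 0 and day 28 was 6.87 points, and every day 0 library (24.2% to 27.5%) lay above every day 28 library (18.1% to 19.75%). A lower depth at day 0 was excluded, since the smallest day 0 library held 9361967 tags and the largest day 28 library 6632429. Mitochondrial tags were excluded as the cause, because the difference was 6.561 points without them. Scattered single tags were 3.382 points more frequent at day 0 than at day 28 in libraries thinned to 4427887 tags. These were counted both in and outside peaks, and the 6.87 points concern tags outside peaks at full depth. Whether scattered tags were the whole cause therefore cannot be decided. The lane was excluded as the whole cause, because within lane 5 day 0 lay 7.298 points above the 2 samples of day 14 (17.72% and 18.92%), and the day 14 sample of lane 6 was at 22.4%. Transcripts of the undifferentiated cells that the peak catalogue lacks remain an open explanation that was not tested for these tags as a whole.

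ESRG, a gene for a long noncoding RNA on chromosome 3 (hg19, 54666149 to 54673884, minus strand), had tags although 0 peaks carry its name, and so it was in none of the tests on peaks. Near its transcript starts, 1120 tags at day 0 corresponded to 39.91 ± 0.578 (n = 3) when scaled like TPM, but to the library's tags near transcript starts, against 10.03 ± 2.13 at day 7 and 0.334 ± 0.190 at day 14. At day 28 it had 0 tags, which allows a level of up to 0.189. Copies of tags at a single position were excluded, because the strongest position held 16.43% of the 5034 day 0 tags in and beside the gene, which had 1054 positions with tags. Position-only peaks inside the gene held 24.3 ± 3.07 TPM at day 0. Each day 0 library held from 328 to 443 tags near the transcript starts, so RNA starting there was present in the undifferentiated cells. How tags with several mapping positions were assigned is not stated. No biological explanation was tested beyond the course over the days.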

How the results depend on the processing

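The lane covariate and the count of tags near GENCODE transcript starts were chosen after seeing the data. For counts and shares, 277 of 322 values over 24 results stayed within 1.5 times the count or 1 SD of the share. For single genes and lists, 5392 of 5597 values over 269 results kept their direction and side of the threshold, 120 were weaker, 82 stronger and 3 reversed. Where no reason is given, the cause was not tested.

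Thresholds moved the genes changed by construction. At an absolute log2 fold change of at least 2 the numbers were 1654, 2721, 1169, 1424 and 3393 for day 7 against 0, 14 against 7, 21 against 14, 28 against 21 and 28 against 0. At the adjusted p alone they were 8303, 10333, 8370, 7904 and 11314. With glmTreat they were 2488, 1658 and 1913 for day 7 against 0, 21 against 14 and 28 against 21. Leaving out 1 replicate gave from 4036 to 4173, 5606 to 5788, 3253 to 3565, 3368 to 4075 and 7047 to 7902 genes, and from 14836 to 15149 genes among any days.

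Scaling moved the split into higher and lower genes. Against TMM, the library total shifted the median log2 fold change by −0.20, 0.17, −0.28 and −0.27 for day 7 against 0, 14 against 7, 21 against 14 and 28 against 0, and upper quartile scaling by −0.14 (7 against 0) and 0.17 (28 against 21). The share of calls that were higher went from 48.8% to 37.8% for day 7 against 0, from 51.7% to 32.1% for 21 against 14 and from 54.7% to 43.4% for 28 against 0 under the library total. It was 38.6%, 31.7% and 42.5% with limma on log2(TPM + 0.1), 32.2% and 41.3% with limma on log2(TPM + 1) for the last 2 of these, and it went from 48.6% to 60.3% for 28 against 21 under upper quartile scaling. DESeq2 shared 3931, 5546, 3196, 3435 and 7205 called genes with edgeR, and the count near GENCODE starts shared 2861, 4154, 2459, 2710 and 5401. Replicate numbers did not pair the samples across days (mean r over genes of deviations from the day mean −0.00446 for same numbers and 0.00208 for others), and with the number as a block 4057, 5623, 3320, 3588 and 7242 calls were shared.

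Promoter usage depended on the filter and the threshold. Requiring a share change of at least 10 points gave 1526, 1741, 589, 493 and 1957 genes, and peaks with at least 10% of the tags gave 1472, 1664, 573, 407 and 1738. Thinned libraries gave 1698, 1831 and 660 genes in the first 3 comparisons, the gene-level F-test 2166 and 1505 for day 21 against 14 and 28 against 21, and the lane covariate 765 and 1495 for 21 against 14 and 28 against 0. Leaving out 1 replicate gave from 2130 to 2381, 2579 to 2870, 864 to 1200, 606 to 844 and 2518 to 2686 genes, with 864 without replicate 1 of day 21. The downstream share of HNF4A at day 7 was 3.496% within 100 bases of the peaks and 1.47% in thinned libraries, with few tags, and at day 21 it was 81.37% over peaks with at least 10% of the tags. Leaving out 1 replicate gave from 2.80% to 3.14%, 42.5% to 51.0%, 82.96% to 84.5% and 77.6% to 82.5% on days 7 to 28.

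Of the gene lists, 0 were called with an estimated correlation (9 at an unadjusted p under 0.05), against 16 to 18 without 1 replicate and 18 with the block. The cell cycle list from day 14 to day 21 lost its call with the lane covariate (adjusted p 0.317) and without any 1 of 4 replicates. The genes at 25 TPM numbered 6143, 5982, 6684, 5736 and 5490, and those at 100 TPM 1875, 1843, 2002, 1723 and 1603. Without 1 replicate the numbers at 50 TPM ran from 3689 to 3747, 3570 to 3593, 4036 to 4123, 3347 to 3433 and 3040 to 3185, and the listed genes at 50 TPM from 77 to 79.

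The reversed results were DNMT3A, day 7 vs day 0, at −1.091 and DNMT3A, day 14 vs day 7, at 0.079 with the p1 peak alone, and TET3, day 7 vs day 0, at 0.056 with tags near GENCODE starts. DNMT3L, day 21 vs day 14, had no tags in peaks on either day and a log2 fold change of 4.927 near GENCODE starts. Other peaks or positions than in the sum were counted there. Depth limits genes near 0 tags, above all at day 28, where the libraries were smallest.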

Other observations

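The lane covariate, the lists without genes already noticed, the levels of list genes against GATA3, CDX2, APOA1 and TNNT2, the intervals of the response genes and the test of a shift of coordinates were chosen only after the result was seen. The other tests here were set out before their values were seen, for patterns already noticed, so each explanation is a hypothesis.

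For day 7 against 0, 14 against 7, 21 against 14, 28 against 21 and 28 against 0, 1 of the 10 splits of the 6 samples, the real one, gave as many changed genes, and 1 of 10 gave as many genes with changed promoter usage. For the gene lists 2, 3, 5, 3 and 7 of the 10 splits gave as many calls. With 10 splits the share is never under 0.1. Over all days, 1 of 100 splits of the 15 samples, the real one, gave as many genes (14746), and the highest other split gave 3259.

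With the lane as a covariate, 2768 of the 3381 genes called between day 14 and day 21 kept their call. For the calls that were lost, the lane shared by days 21 and 28 and the step between the days cannot be told apart. Over 15307 genes, the difference between day 14 samples of the 2 lanes had a correlation of 0.258 with the change from day 7 to day 21, which is 6.64% of the variance. Only 1 sample of day 14 lay in lane 6, and genes are not independent replicates.

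MALAT1, chosen after its values were seen, rose from 4147 ± 229.5 TPM at day 7 to 28334 ± 4333 TPM at day 14 and was at 3153 ± 340 TPM at day 21. Copies of a single tag position were excluded, since all positions but the strongest rose 5.771-fold. NEAT1, another nuclear RNA, rose 6.835-fold over the same interval, consistent with more nuclear RNA in the day 14 libraries. At day 21 MALAT1 fell (log2 fold change −2.89) and NEAT1 did not (−0.16), so such an explanation may cover the rise alone.

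From day 21 to day 28 HNF4A and other liver genes fell. Of 16 liver genes at 10 TPM or more at day 21, 68.75% changed within 1 log2 unit of their median of −2.47, with a range from −3.46 to −0.80. A lower share of hepatic cells alone would lower them alike if no other cells expressed them. Such a lower share is then unlikely as the whole cause. The study's HNF4α staining, given above, found nearly all cells positive on both days, which also argues against it. The paper proposes a loss of hepatic function in culture, and regulation within the cells was not tested. For ALB, tags outside the peaks were excluded as a reason for its low level, since the whole gene held 80 tags in 15 libraries, of which 61 at day 21. Whether a difference in depth bears on the promoter change of HNF4A cannot be decided by thinning, which leaves the expected share unchanged. The downstream share of HNF4A at day 21 was 83.92% after thinning.

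The rise of GATA3 at day 14 might come from cells like trophectoderm or amnion. Of 17 tested genes of that list, 17 were higher at day 14 than at day 7 (camera adjusted p 2.69e-07, fry 1.61e-06, 1.97e-08 with the lane covariate), with a median log2 fold change of 7.78, or 7.00 with genes near 0 tags at their limit. Without GATA2 and GATA3, which were also among the listed genes, and VTCN1, read above for its large rise by day 28, 14 of 14 were higher (camera adjusted p 5.3e-06). The 18 genes with a peak other than GATA3 had a median of 117 TPM at day 14, within 10 times of GATA3. The most abundant at day 14 were IGFBP3 (1433 ± 265 TPM), GABRP (825 ± 96.1 TPM), HAND1 (708 ± 24 TPM) and CGA (379.7 ± 323 TPM), and 15 of the 20 genes were at 10 TPM or more. Whether the same cells expressed hepatic genes was not tested.

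Cells like intestinal epithelium were excluded as the source of all APOA1 at day 21 (8922 TPM), and might have brought a part. Whether they brought all CDX2 (70.2 TPM) could not be decided, since other genes of their list lay both above and below it. The 20 genes of the list had a median of 5.75 TPM, more than 10 times below APOA1 in each library. The 19 genes other than CDX2 had a median of 5.73 TPM, more than 10 times below CDX2 in each library. Of these 19 genes, 11 lay more than 10 times below CDX2, while APOA4, VIL1 and CDH17 lay above it and GUCY2C was at 66.0 TPM. At day 14 APOA1 was at 4730 TPM, while FABP2, LGALS4, SI and MUC13 were listed at 0, and at day 21 these were at 7.84, 0.332, 1.53 and 23.5 TPM. Of 13 tested genes, 11 were higher and 0 lower at day 21 than at day 14 (camera adjusted p 1.87e-06, fry 1.41e-07, 2.74e-06 with the lane covariate), with a median log2 fold change of 4.99, or 4.045 with genes near 0 tags at their limit. APOA4 was at 1290 ± 101 TPM, VIL1 at 124.6 ± 38.7 TPM and CDH17 at 80.55 ± 18.9 TPM at day 21, and 6 of the 20 genes were at 10 TPM or more. The list held CDX2 itself and GUCY2C, which was read above for its large rise from day 14 to day 21. Without these 2 genes, 9 of 11 were higher and 0 lower (camera adjusted p 4.83e-05, fry 2.17e-07, 6.43e-05 with the lane covariate). APOA4 and VIL1 are also expressed by other epithelia. Cells like heart muscle were excluded as the source of all TNNT2 at day 28 (14.0 TPM), since 7 of the other 19 genes of that list, MYH6, MYH7, NPPA, PLN, MYBPC3, CSRP3 and NKX2-5, had 0 tags, which allows 0.215 TPM. The 19 genes had a median of 0.806 TPM, from 9.875 to 32 times below TNNT2 in single libraries. The change of the list from day 21 decided nothing (adjusted p 0.794, 4 of 15 genes higher and 3 lower). NPPB and MYL4 fell, from 94.1 to 29.7 TPM and from 97.5 to 11.7 TPM, while MYL7 rose from 2.39 to 12.0 TPM and ACTC1 from 1.18 to 17.9 TPM (SD 23.6). Of the 20 genes, 2 were at 10 TPM or more at day 21 and 5 at day 28, and 2 were also among the listed genes, while ACTC1 was read above for its changes. A part of TNNT2 from such cells stays open, and other sources were not tested.

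For the further promoters of WARS at day 21, a response to interferon was neither shown nor excluded (camera adjusted p 0.101, 0.398 with the lane covariate, fry 0.000497, 6 of 15 genes higher and 0 lower), with 8 of 15 genes whose 95% interval lay below a log2 fold change of 1. A response to a shortage of amino acids that doubles most of its genes was excluded, since this held for 18 of 20 genes of its list, of which 17 were at 10 TPM or more. SLC7A11 fell from 35.8 to 8.55 TPM and STC2 from 19.0 to 5.72 TPM, while TRIB3 rose from 5.08 to 16.95 TPM. The list as a whole had an adjusted p of 0.909 (1 higher and 2 lower), and a smaller response stays open. The 5 marker lists shared 0 genes with each other.

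The strongest position of peaks often lay 1 base upstream of annotated transcript starts. Among peaks within 5 bases of a start, this held for 68.5% of 3492 on the plus strand and 67.66% of 3420 on the minus strand. A shift between positions counted from 0 and from 1 would move the strands in opposite directions and was excluded. A guanine added at the cap and kept in the mapped tag may explain it, since 84.41% of 10541 peaks with at least 1000 tags had a pyrimidine at the strongest position and a purine after it, against 2.58% with the same pair 1 base earlier.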
